# Development of an improved inhibitor of Lats kinases to promote regeneration of mammalian organs

**DOI:** 10.1073/pnas.2206113119

**Published:** 2022-07-08

**Authors:** Nathaniel R. Kastan, Sanyukta Oak, Rui Liang, Leigh Baxt, Robert W. Myers, John Ginn, Nigel Liverton, David J. Huggins, John Pichardo, Matthew Paul, Thomas S. Carroll, Aaron Nagiel, Ksenia Gnedeva, A. J. Hudspeth

**Keywords:** cardiomyocyte, mouse, regeneration, retinal organoid, TRULI

## Abstract

The Hippo signaling pathway acts as a brake on regeneration in many tissues. This cascade of kinases culminates in the phosphorylation of the transcriptional cofactors Yap and Taz, whose concentration in the nucleus consequently remains low. Various types of cellular signals can reduce phosphorylation, however, resulting in the accumulation of Yap and Taz in the nucleus and subsequently in mitosis. We earlier identified a small molecule, TRULI, that blocks the final kinases in the pathway, Lats1 and Lats2, and thus elicits proliferation of several cell types that are ordinarily postmitotic and aids regeneration in mammals. In the present study, we present the results of chemical modification of the original compound and demonstrate that a derivative, TDI-011536, is an effective blocker of Lats kinases in vitro at nanomolar concentrations. The compound fosters extensive proliferation in retinal organoids derived from human induced pluripotent stem cells. Intraperitoneal administration of the substance to mice suppresses Yap phosphorylation for several hours and induces transcriptional activation of Yap target genes in the heart, liver, and skin. Moreover, the compound initiates the proliferation of cardiomyocytes in adult mice following cardiac cryolesions. After further chemical refinement, related compounds might prove useful in protective and regenerative therapies.

## Significance

Many organs regenerate through the proliferation of cells that replace those that have succumbed to aging or injury. However, proliferation is largely absent in certain critical organs, including the heart, central nervous system, and sensory organs such as the inner ear and retina. The Hippo-Yap biochemical signaling pathway, a cascade of proteins that—when active—inhibits cell division, constitutes one impediment to proliferation. We earlier identified a small molecule that interrupts Hippo-Yap signaling and thus relieves this block for some non-proliferating mammalian cells. We have chemically modified the original substance to yield a more potent analog that is effective for several hours and initiates the proliferation of lesioned heart-muscle cells. Compounds of this family might prove useful in regenerative therapies.

The highly conserved Hippo pathway is a key participant in numerous physiological processes and pathologies, including development, homeostasis, regeneration, cancer, and neurodegeneration (1–4). Hippo signaling integrates information from the cellular environment, including biomechanical cues, cell density, cell polarity, metabolic challenges, and signals such as Notch and Wnt. The core pathway comprises two pairs of core kinases. When activated by upstream signals, Mst1 and Mst2 phosphorylate Lats1 and Lats2; the latter kinases then phosphorylate the transcriptional coactivators Yap and Taz. Although those proteins can potentially initiate cell division by interacting in the nucleus with transcription factors of the Tead family, their activity depends on a dynamic flux between the cytoplasm and nucleus. Yap and Taz constantly shuttle between the two compartments (5), and their rates of movement depend both on their degree of phosphorylation and on factors such as mechanical force on the nucleus and modulation of the efflux pathway (6–8). When the rate of nuclear efflux falls well below that of influx, for example because the kinase cascade is inactive, the enhanced concentration of unphosphorylated Yap and Taz in the nucleus favors cell division (9–11).

Although transgenic approaches have elucidated much about the Hippo pathway, small molecules targeting the pathway offer a simplified avenue of investigation and could potentially have therapeutic utility. Over the last few years, a few compounds that target the Hippo pathway have been characterized. XMU-MP1, an inhibitor of the Mst kinases, augments the regeneration of organs in which the process occurs naturally, such as the liver and intestine (12). Quinolinols, which promote Yap-dependent transcription by stabilizing the interaction between Yap and Teads, enhance the healing of skin wounds in mice (13). An additional Lats inhibitor, GA-017, has recently been shown to augment the creation of mouse intestinal organoids in vitro (14).

In the hope of identifying substances that promote proliferation in supporting cells of the internal ear, we earlier screened small molecules for compounds that facilitate the nuclear enrichment of Yap. From this effort emerged an inhibitor of Lats kinases, TRULI, which proved effective not only for its original objective, but also for promoting the proliferation of inner-ear sensory epithelia, cultured primary cardiomyocytes, and human retinal organoids (15). We have subsequently conducted a medicinal-chemistry campaign to enhance the potency and drug-like properties of Lats inhibitors of this family and to improve their efficacy in vivo. Here we characterize TDI-011536, a derivative that demonstrates a marked improvement in potency and physicochemical properties and offers a simple paradigm for systemic Lats inhibition in several mammalian tissues in vitro and in vivo.

## Results

### Enhancement of TRULI's Activity through Medicinal Chemistry.

The original lead inhibitor of Lats kinases, TRULI, comprises a thiazolidine-2-imine core to which a hydrophobic benzyl moiety is linked through the ring's nitrogen atom. In addition, a 7-azaindole-3-carboxylate substituent is attached to the core at the imine nitrogen (Fig. 1*A*). Although TRULI demonstrated good biochemical potency, its cellular potency was modest and it exhibited poor stability on exposure to mouse liver microsomes. With the aim of identifying compounds of greater potency and better drug-like properties, we systematically modified TRULI. To assess the potency of the newly synthesized analogs, we measured their activity by an in vitro kinase assay and a cellular assay of Yap phosphorylation (15). The ATP concentration was increased from 10 μM to 2 mM because the increased potency of the compounds, which were predicted to act as ATP-competitive inhibitors of Lats kinases, prevented their evaluation in the original assay format. In addition, a value of 2 mM approximates the physiologically relevant ATP concentration.

**Fig. 1.**
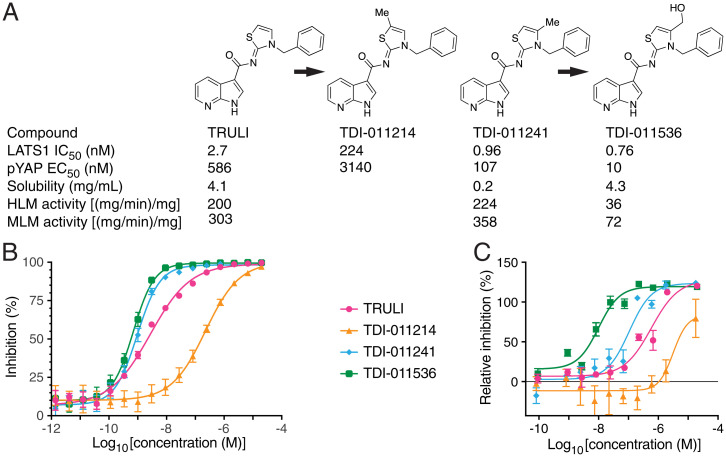
Development of an effective Lats kinase inhibitor. (*A*) The enhancement of the original Lats kinase inhibitor involved derivatization of the thiazolidine ring with a methyl and then a hydroxymethyl group. IC_50_ determinations were conducted in the presence of 2 mM ATP; aqueous solubility was measured at pH 6.8. HLM, human liver microsome; MLM, mouse liver microsome. (*B*) By an in vitro assay of Lats inhibition, methylation of the thiazolidine ring adjacent to the sulfur atom (TDI-011214) greatly diminished potency with respect to the original inhibitor TRULI. Methylation adjacent to the ring's nitrogen atom (TDI-011241) enhanced potency, and the hydroxymethyl derivative TDI-011536 was more effective still. (Error bars: SEMs [*n* = 4 measurements apiece in *n* = 4 independent experiments].) (*C*) The relative inhibition of Lats kinases was determined from the ratio of pYap to tYap in homogenates from treated HEK293A cells. Although the order of efficacy of the four compounds was identical, the performance of TDI-011536 was strikingly superior. (Error bars: SEM [*n* = 2 measurements apiece in *n* = 2 independent experiments].) For a total of 30 measurements for TDI-011536, EC_50_ = 40.8 ± 4.5 nM (mean ± SEM).

Computational docking studies suggested that the azaindole moiety, like that of ATP, binds to the hinge region of Lats kinases (15). Initial exploration of structure-activity relationships revealed limited opportunities to modify this region. We therefore retained the azaindole hinge-binding element and focused on the thiazolidine core. Examination of the docking model of TRULI in Lats1 suggested that there was space to extend deeper into the pocket located beneath the thiazolidine-2*-*imine core. Exploration of this hypothesis with simple methyl substitution provided the 5- and 4-methyl substituted compounds TDI-011214 and TDI-011241, respectively (Fig. 1*A*). The 5-methyl substitution in the former compound potentially oriented the lipophilic methyl group toward a polar region. In line with this possibility, TDI-11214 suffered a significant loss of enzymatic potency. However, methylation in the adjacent 4 position yielded improvements in both biochemical and cellular potency.

Despite the improved activity of TDI-011241, the increased lipophilicity resulted in poor aqueous solubility at pH 6.8; moreover, the compound also suffered from low metabolic stability (Fig. 1*A*). We sought to improve those physical properties by incorporating polar substituents. Enhancing the 4-methyl with a hydroxyl group yielded TDI-011536, which gratifyingly offered a significant gain in cellular potency as well as improved aqueous solubility and metabolic stability. Examination of TDI-011536 in our docking model suggests that the pendant hydroxyl group makes a hydrogen bond with Asp789. Given the Lats concentration of 555 pM in the biochemical assay and the potential for both tight and slow binding inhibition, the affinities of compounds TDI-011241 and TDI-011536 are likely at or below the lower limit of accurate quantification, which implies true inhibitory activities significanly lower than 1 nM. This observation would explain the significan improvement in cellular potency relative to that of TRULI.

### Effect of TDI-011536 on Human Retinal Organoids.

We have previously demonstrated that TRULI can decrease the phosphorylation of Yap and cause the proliferation of Müller glia in human retinal organoids in vitro (15). To test the potency of TDI-011536 in the same system, we applied the two compounds to retinal organoids derived from human induced pluripotent stem cells. After 24 h of Lats kinase inhibition with 10 μM TRULI, there was a significant 30% reduction in Yap phosphorylation as determined by the ratio of phospho-Yap (pYap) to total Yap (tYap) (Fig. 2*A* and *B* and *SI Appendix*, Fig. S1*A*). After treatment with 3 μM TDI-011536, Yap phosphorylation was reduced by almost 80% from the level in controls containing an identical amount of dimethyl sulfoxide (DMSO), the vehicle used to solubilize the compound. We next tested the effect of increased Yap signaling on proliferation in Müller glia, which we assessed in organoids cultured in the presence of the thymidine analog 5-ethynyl-2′-deoxyuridine (EdU). After a 5-d treatment with 10 μM TRULI, there was a robust, almost fivefold increase in the number of Sox9-positive Müller glia that incorporated EdU (Fig. 2*C* and *D*). By contrast, TDI-011536 treatment increased the number of doubly positive cells tenfold. In both instances, labeling for activated caspase 3 revealed little apoptosis (*SI Appendix*, Fig. S1*B*).

**Fig. 2.**
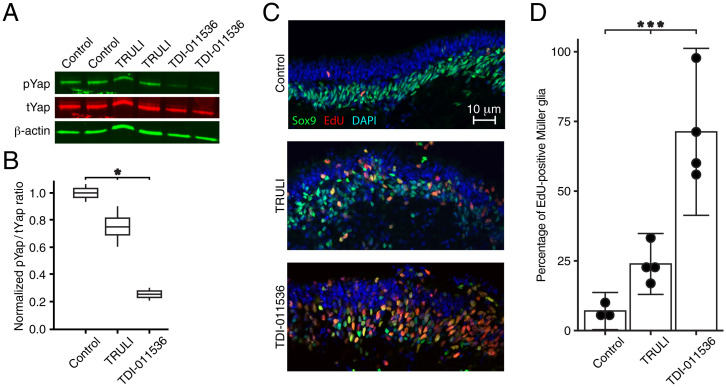
Proliferation of Müller glia in human retinal organoids after treatment with Lats kinase inhibitors. (*A*) An immunoblot for pYap and tYap after a 24 h incubation of human retinal organoids shows modest suppression of Yap phosphorylation after treatment with 10 μM TRULI and a profound effect of 3 μM TDI-011536 by comparison to controls containing DMSO, the solvation vehicle for the compounds. Each sample includes five organoids; β-actin serves as a loading control. (*B*) Quantification of the immunoblot by the ratio of pYap to tYap, both normalized to the DMSO control, confirms a significant effect of treatment with both compounds by one-way ANOVA; *P* = 0.019 for two experiments in each condition. (*C*) After 5 d of treatment, confocal immunofluorescence microscopy of sections from human retinal organoids reveals a substantial increase in cells doubly positive for EdU and Sox9, which represent proliferating Müller glia. (*D*) Quantification of the foregoing result demonstrates the significance of the effect by one-way ANOVA; *P* = 0.0003 for four experiments in each condition.

These data confirm that inhibition of Lats kinases stimulates Yap signaling and the proliferation of Müller glia in human retinal organoids and demonstrate that TDI-011536 is significantly more potent than TRULI in this system. In conjunction with the improved solubility and metabolic stability of the compound, the results advanced TDI-11536 as an appropriate tool compound for investigating LATS inhibition in vivo.

### In Vivo Activity of TDI-011536.

To explore the efficacy of TDI-011536 in living animals, we conducted intraperitoneal injections of mice with a relatively high dose of 200 mg/kg of body weight. The compound was dissolved in Kolliphor HS 15, a vehicle that was also injected into control animals. Immunoblot analysis of the heart, liver, and skin immediately after injection demonstrated the high concentration of phosphorylated Yap (pYap) characteristic of control conditions. Two or four hours after injection, however, all three organs in treated animals demonstrated a remarkable reduction in pYap relative to total Yap (tYap; Fig. 3*A*). This process was reversible; by eight hours, pYap levels returned to their baseline levels (*SI Appendix*, Fig. S2).

**Fig. 3.**
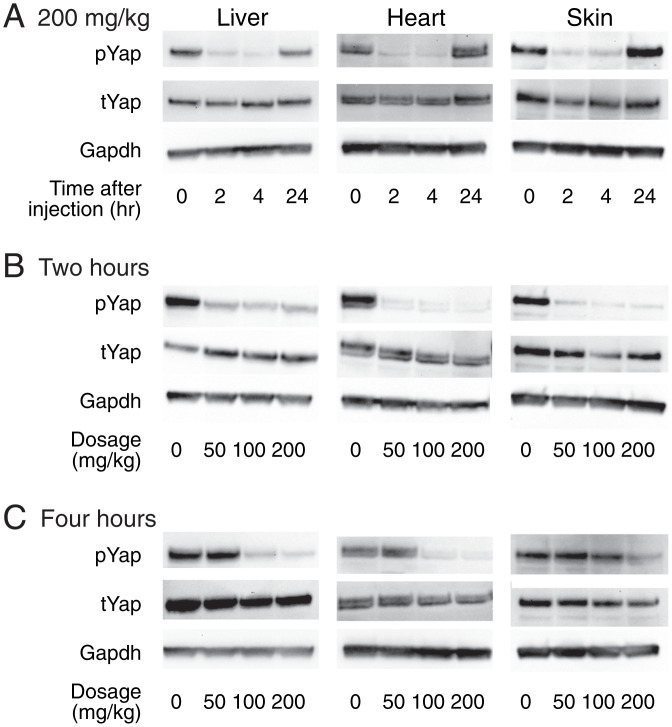
Engagement of target organs in vivo. (*A*) Immunoblots portray the amounts of Yap phosphorylated at residue S127 (pYap) and the total amounts of Yap (tYap) in the liver, heart, and skin. Injection of TDI-011536 at a dosage of 200 mg/kg greatly reduces the amount of pYap for at least 4 h after injection in all three organs. The levels return to control values within a day. Glyceraldehyde 3-phosphate dehydrogenase (Gapdh) is included in each instance as a loading control. (*B*) Two hours after injection, all three dosages of TDI-011536 largely suppress the amount of pYap. (*C*) By 4 h after injection, pYap has recovered following injections at 50 mg/kg. The concentration of pYap remains low in the heart and liver following injections at 100 mg/kg and 200 mg/kg, but largely recovers in the skin at the former dosage.

We next evaluated the effect of dosage de-escalation on the pharmacokinetics. We compared the original 200 mg/kg dose to injections of 100 mg/kg and 50 mg/kg. All three treatments evoked profound reductions of pYap in the three organs within 2 h of injection (Fig. 3*B*). After 4 h, however, the 50 mg/kg dose no longer diminished pYap significantly in any organ (Fig. 3*C*). The 100 mg/kg dose maintained the dephosphorylation of Yap through 4 h in the liver and heart, but failed to do so in the skin. These data together demonstrate the concentration dependence of TDI-011536 activity in vivo and suggest that an injection of 200 mg/kg provides over 4 h of Lats inhibition in the liver, heart, and skin.

### Effects of Lats Kinase Inhibition on Gene Expression.

To confirm that treatment with TDI-011536 activates Yap in vivo, we collected livers and hearts for RNA sequencing 4 h after injection at 200 mg/kg. 

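Liver and heart were taken from 6 Swiss Webster mice, an outbred laboratory strain, and the RNA of each organ was sequenced as 1 library, giving 12 libraries in 4 groups of 3. The treated mice had received TDI-011536 at 200 mg/kg by intraperitoneal injection 4 h earlier. The submitters' labels give the mice as 6 to 8 weeks old and call the compound LKI-2. They list no agent for the controls, yet describe the injection for all animals, so the groups were set by the sample names and the paper. Polyadenylated RNA was made into stranded libraries. According to the submitters' processing notes, the authors used Salmon 0.8.2, which assigns reads to transcripts without a full alignment, DESeq2 and the mouse build mm10. The deposited values are estimated counts for 51884 transcripts, and a read that fits several transcripts is divided among them. Total estimated counts ranged from 24575658 to 30280943 (median 26612483) in control livers and from 26902197 to 31243782 (median 31037874) in treated livers. They ranged from 20074046 to 20533986 (median 20172112) in control hearts and from 12618288 to 19179672 (median 18766326) in treated hearts, where the heart of treated mouse 3 was the lowest. Each library holds 2 tables of the same transcripts, with 89.5% to 94.2% of values identical, and the first was used. The counts were rounded, transcripts with low counts were removed, and each organ was tested apart with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. The files used here do not pair the transcript identifiers with gene names, so all values are per transcript and the Yap-target genes were not analysed here. An isoform can change where the total of its gene does not.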

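The 2 organs differed far more than treated and control mice did. In rlog values of 26484 transcripts, organ accounted for 63.7% of the sum of squares and the spread between replicates for 26.7%. Treatment accounted for 5.46% and the difference in treatment effect between organs for 4.10%. The shares of treatment and of its difference between organs were not corrected for what the spread between replicates alone adds to each. The root-mean-square distance was 3.01 between a liver and a heart library on the log2 scale. It was 1.65 between treated and control livers, against 1.48 to 1.51 between livers of the same group. Treated and control hearts lay 1.53 apart, against 1.38 among control and 1.57 among treated hearts. Without the heart of treated mouse 3 the groups lay 1.45 apart, against 1.44 for the 1 treated pair left and 1.36 to 1.40 for the control pairs. On the second component the standardized scores were 1.06 ± 0.10 (SD, n = 3) in treated and -1.13 ± 0.09 (SD, n = 3) in control livers, and 0.66 ± 0.85 (SD, n = 3) in treated and -0.59 ± 0.08 (SD, n = 3) in control hearts. Each treated library lay above each control library of its organ. This order was lost in the heart when the 500 most variable transcripts were used. The heart of treated mouse 3, the shallowest library, stood apart at 1.63 on the second and -2.47 on the third component.

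**Figure D1:**
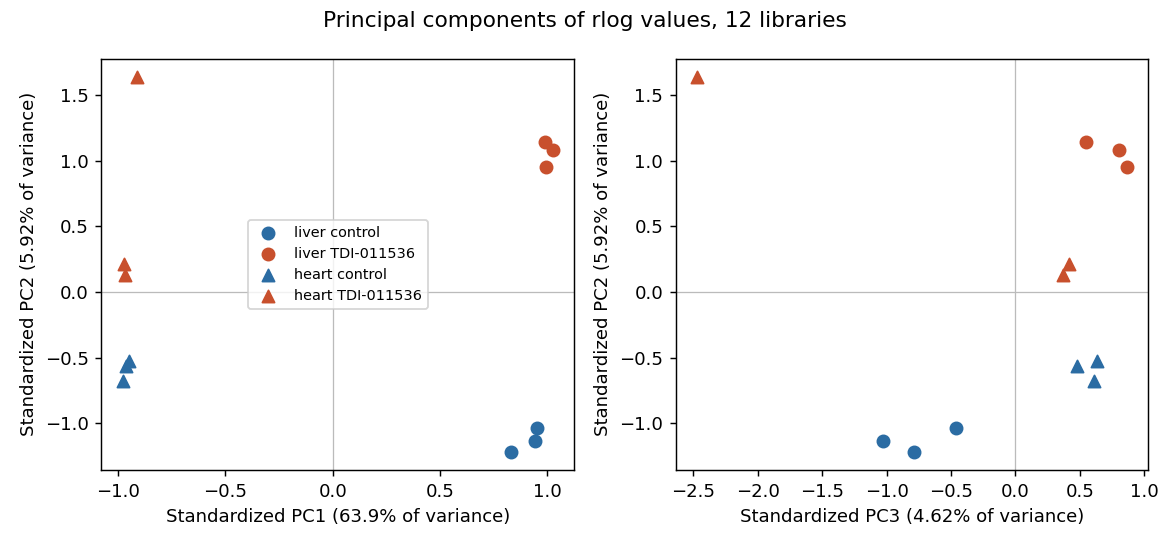
Standardized scores of the 12 libraries on the first and second (left) and the third and second (right) principal components of rlog values; circles are livers, triangles are hearts, and color gives the treatment. The heart of treated mouse 3 lies at 1.63 on the second and -2.47 on the third component.

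In the liver, 1256 transcripts were higher and 696 lower after TDI-011536 among 20628 tested, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of those with reads in both groups, 811 rose and 369 fell by more than 2-fold, and 118 had no read in any library of one group. In the heart, 90 were higher and 20 lower among 22281 tested by the same test. The transcripts with the largest fold changes that met the naming rule were uc007rfv.1 and uc008vff.2 in the liver and uc012dgs.2 and uc033jnb.1 in the heart. Transcript uc007rfv.1 had 0 reads in each control liver and 914, 809 and 260 in the treated livers, at least 745-fold higher against a floor of 3 reads over the group. Transcript uc008vff.2 had 214, 263 and 453 reads in control and 0 in each treated liver, at least 275-fold lower. Transcript uc012dgs.2 rose in the heart with a log2 fold change of 6.00 (standard error 0.56, adjusted p = 0.0313 from edgeR). Transcript uc033jnb.1 had 123, 145 and 84 reads in control and 0 in each treated heart, at least 94.1-fold lower. All 4 have counts divided among transcripts and none of the 4 passed with limma-voom, and these bounds cover counting error only. Leaving out any one liver gave 353 to 721 higher and 79 to 311 lower. No transcript passed in the heart without any one of control mice 1, 2 and 3 or treated mice 1 and 2, where 1082 to 1521 were higher and 693 to 1228 lower at an unadjusted p under 0.05. With all 6 livers, DESeq2 called 2328 higher and 1646 lower, and limma-voom called 1238 and 709. With all 6 hearts, DESeq2 called 779 higher and 449 lower, and limma-voom called 113 and 22.

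**Figure D2:**
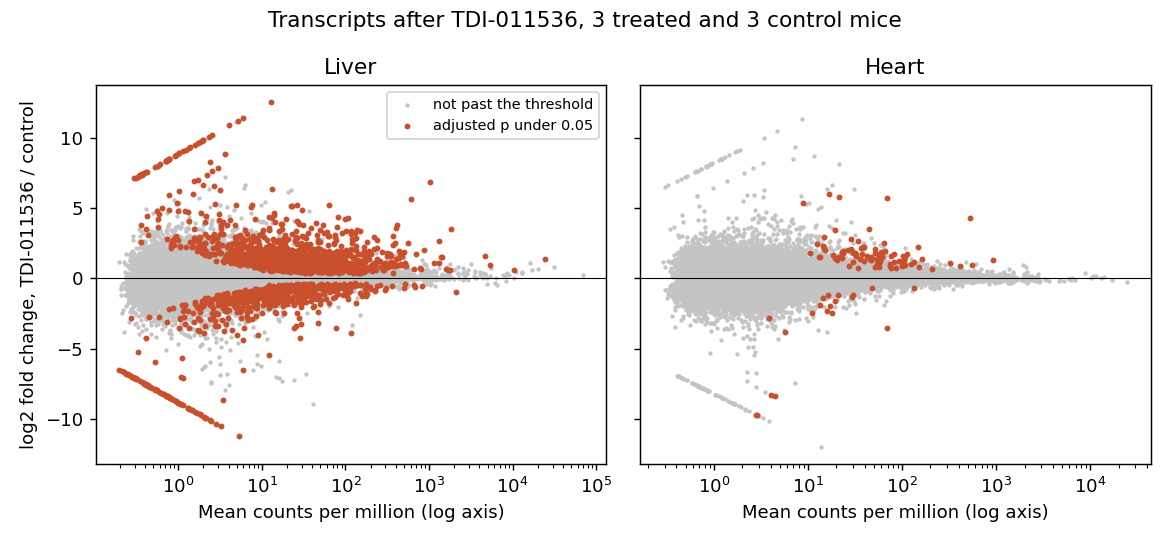
The log2 fold change of each tested transcript between 3 treated and 3 control mice against its mean CPM, counts scaled to library size (log axis) in the liver (left) and heart (right); colored points have an adjusted p under 0.05. They number 1952 in the liver and 110 in the heart.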

Principal-components analysis of gene expression revealed that the samples clustered first by organ and second by treatment (Fig. 4*A*). We used gene set-enrichment analysis to examine changes in targets of Yap activity (16, 17). In both the liver and heart, genes characteristically activated upon Yap expression displayed significant enrichment after exposure to TDI-011536 (Fig. 4*B* and *C* and Table 1 and *SI Appendix*, Table S1). Although some genes associated with the G1/S and G2/M phases of mitosis changed significantly in the liver, the set as a whole was not significantly enriched in either organ (*SI Appendix*, Fig. S3*A*). This result might be expected after only a few hours of Yap activity, especially in the postmitotic heart.

**Fig. 4.**
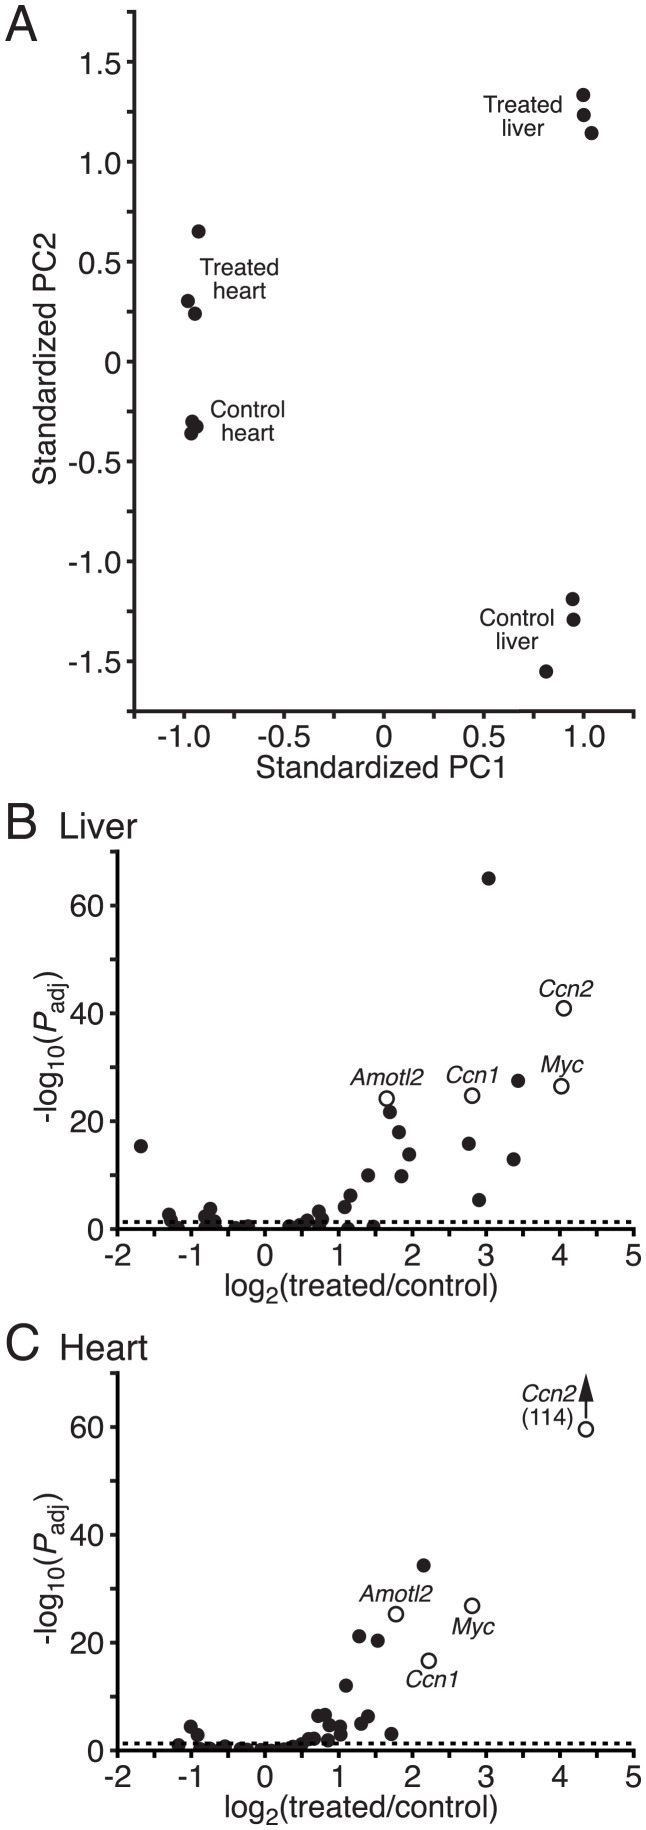
The effects of TDI-011536 treatment on gene expression. (*A*) Principal-components analysis of gene expression in the liver and heart indicates that the data are separated first on the basis of the respective organs, then in response to treatment with TDI-011536. The first principal component (PC1) captures 87.5% of the explained variance and the second (PC2) accounts for 3.8%. (*B*) A volcano plot demonstrates up-regulation of Yap target genes after exposure to TDI-011536 in the liver. Examples of well-characterized targets of Yap are indicated as hollow circles: *angiomotin-like 2* (*Amotl2*), *cellular communication network factor 1* (*Ccn1*), *cellular communication network factor 2* (*Ccn2*), and *myc proto-oncogene* (*Myc*) The dashed horizontal line represents an adjusted probability level of *P*_adj_ = 0.05. (*C*) The corresponding volcano plot for the heart reveals a similarly robust enhancement of expression of Yap target genes. Data relating to gene expression in response to TDI-011536 treatment are available at GEO (https://www.ncbi.nlm.nih.gov/geo/query/acccgi?acc=GSE196322).

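In the per-transcript rlog values, the first principal component held 63.9% of the variance and the second 5.92%, followed by 4.62% for the third. The share depended on the transcripts used, and the first 2 components held 86.7% and 2.55% over the 2000 most variable transcripts. Within the liver alone, the division into treated and control mice accounted for 28.8% of the sum of squares, and the highest of the other divisions into 3 and 3 accounted for 19.8%. Within the heart these shares were 23.7% and 20.5%. With 10 such divisions, an exact permutation test cannot give a p below 0.1. From the places of the libraries on these components, the paper states that the organ separates the data first and the treatment second.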

**Table 1.** Up-regulation of selected Yap-target genes by TDI-011536

Gene	Liver			Heart		
	Control	Treated	Significance	Control	Treated	Significance
*Amotl2*	8.58 ± 0.05	10.21 ± 0.07	5 × 10^−25^	9.77 ± 0.09	11.53 ± 0.13	5 × 10^−26^
*Ccn1*	6.77 ± 0.06	9.50 ± 0.27	2 × 10^−25^	9.28 ± 0.16	11.46 ± 0.29	2 × 10^−17^
*Ccn2*	6.59 ± 0.14	10.55 ± 0.33	1 × 10^−41^	9.66 ± 0.18	14.02 ± 0.14	9 × 10^−115^
*Myc*	7.23 ± 0.32	10.67 ± 0.23	3 × 10^−28^	5.42 ± 0.18	8.15 ± 0.10	1 × 10^−27^

Each measurement shown is an rLog statistic that represents a modified log_2_ transformation regularized by variance stabilization. This approach accounts for the relationship between variance and mean in RNA-seq data by shrinking the observed variance for genes with low counts. 

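Pooled over the 4 groups, the spread between replicates was lower on the rlog than on a plain log2 scale in each class of mean count. The log2 values were those of the normalized count plus 1. The paper describes rlog as shrinking variance at low counts, so a lower spread is what the method is built to give. Whether differences between treated and control mice shrank as well was not measured in these classes. The values therefore do not show whether signals emerge better. For 6739 transcripts with a mean count under 1, the median SD between replicates was 0.312 after rlog and 0.540 after log2. For 9885 transcripts with a mean of 1 to 10 it was 0.908 and 1.12, and for 10710 transcripts with a mean of 10 to 100 it was 0.832 and 1.19. It was 0.245 and 0.354 for 9920 transcripts with a mean of 100 to 1000. For 3224 transcripts with a mean over 1000 it was 0.149 and 0.227. The SD was pooled over the 4 groups of 3 libraries. After the variance-stabilizing transformation, chosen for this comparison after seeing the data, it was 0.678, 1.2, 1.21, 0.352 and 0.226 in these classes, above rlog in each and above log2 in the 3 classes with a mean under 100. Taken group by group for a mean count under 1, the median SD ranged from 0.0355 to 0.0867 after rlog. After log2 it ranged from 0 to 0.479, so in at least 1 group the spread was lower after log2.

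**Figure D3:**
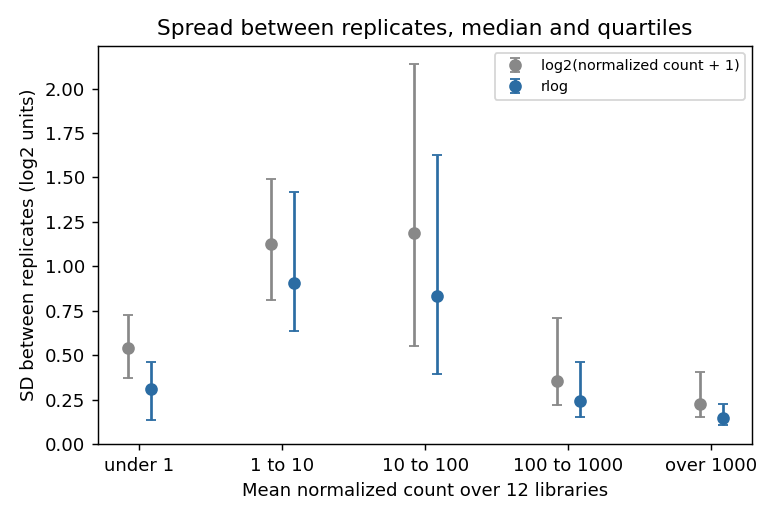
Median SD between replicates (points) and its quartiles over transcripts (bars), in log2 units, by class of mean normalized count, for log2(normalized count + 1) in gray and rlog in blue. The median after rlog is the lower of the pair in each class, from 0.312 against 0.540 under 1 to 0.149 against 0.227 over 1000.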

By preventing the data from genes with low counts from becoming spread apart after logarithmic transformations, the procedure allows meaningful signals to better emerge from the background noise. Uncertainties are shown as SEMs for three measurements in each instance. Significance values were determined by two-tailed Wald tests.

To examine potential toxicity in these organs, we used gene set-enrichment analysis to inquire whether the gene ontology terms associated with inflammation (GO:0006954) or apoptosis (GO:0006915) were enriched after treatment. Although in both organs we observed an enhancement of genes associated with inflammation, we could not demonstrate enrichment of any daughter gene ontology terms; the effect might therefore be nonspecific. Although some genes associated with apoptosis were up-regulated, the entire group did not display significant enrichment (*SI Appendix*, Fig. S3*B*). Further gene-ontology analysis of the genes enriched or reduced in both categories failed to identify a clear directionality of the effect. These results suggest that 4 h treatment in vivo with TDI-011536 did not elicit significant damage in the organs examined. To gain an additional sense of categorical cellular effects, we examined the gene-ontology terms most significantly enriched after treatment. The lists of top hits included numerous categories that are widely associated with Hippo-Yap signaling (*SI Appendix*, Table S2).

### In Vivo Proliferative Effect of TDI-011536 on Cardiomyocytes.

Cardiomyocytes ordinarily display little or no proliferation in mature mammals; instead, cardiac lesions in mice evoke scarring (18). To ascertain whether TDI-011536 restores a capacity for proliferation, we therefore examined the effect of systemic administration of the compound on damaged hearts in mice. After optimizing the surgical approach and establishing an appropriate dosage regime, we conducted eight experiments on male 8-week-old mice. In each instance, we used a metal probe cooled in liquid nitrogen to create a small cryolesion on the right ventricle (18). We then inquired whether the cardiomyocytes near the affected area demonstrated proliferation, as marked by the incorporation of EdU.

Two or three days' intraperitoneal dosing of six animals with 100 mg/kg of TDI-011536 resulted in the survival of all the mice for 2 wk with no apparent ill effects. Two control animals were lesioned and injected with vehicle on the identical schedule. Outside the actual lesions, where numerous cells proliferated in the course of scar formation, EdU-positive cells were rare in the controls and few if any labeled cardiomyocytes were observed (Fig. 5*A*). In treated animals, on the other hand, EdU-labeled cells were widely scattered throughout the myocardium (Fig. 5*B*). Examination of the tissue at high magnification revealed numerous labeled cardiomyocytes (Fig. 5*C*–*J*).

**Fig. 5.**
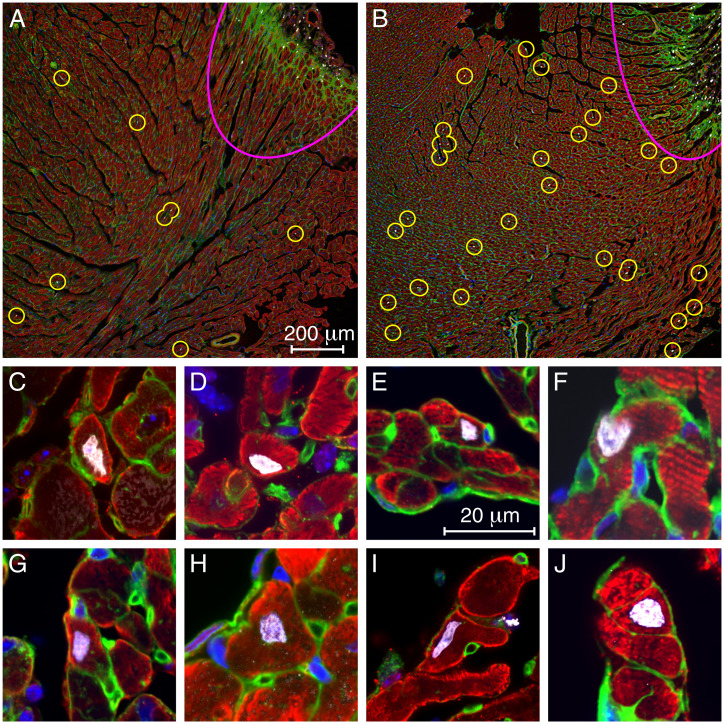
EdU incorporation into cardiomyocytes treated with TDI-011536. (*A*) At a distance from the lesion (pink arc at top right), a low-power micrograph of a representative section from a control animal shows only a few, small EdU-positive cells (circles). (*B*) After 3 d of treatment with TDI-011536, there are substantially more EdU-labeled cells outside the lesion, many of them large cardiomyocytes. (*C*–*J*) Individual EdU-labeled cardiomyocytes from treated animals are displayed. In all the images, cardiomyocytes are immunolabeled for troponin I or alpha-smooth muscle actin (red). Nuclei are stained with DAPI (blue) and those incorporating DNA precursors are additionally marked with EdU (white). By labeling membrane glycoproteins, wheat-germ agglutinin (green) helps to delineate the boundaries of cardiomyocytes. The small round profiles represent capillaries.

In 33 images from 13 sections from the hearts of the two animals treated with TDI-011536 for 3 d, the average density of EdU labeling was 17.0 ± 3.5 μm^−2^ (mean ± SD; *SI Appendix*, Table S3). By contrast, 28 images from 12 sections from controls yielded a labeling density of 5.6 ± 2.1 μm^−2^ (mean ± SD; *SI Appendix*, Table S4). Because the values for the two control samples were not statistically different, those data were combined. Both treated samples showed significantly more labeling than controls, one with *P* < 10^−9^ and the other with *P* < 10^−14^ by one-tailed *t* tests. Combining the experimental results as well yielded an overall significance of *P* < 10^−21^ (*SI Appendix*, Fig. S5).

## Discussion

Because of its ubiquitous role in suppressing cell division, the Hippo-Yap phosphorylation cascade represents a potential impediment to regenerative therapies. Although the pathway's activity might be modulated at several upstream levels, the key downstream targets are Lats1 and Lats2, paralogous protein kinases that directly modulate the activity of the transcriptional coactivators Yap and Taz. When unphosphorylated, Yap and Taz accumulate in the nucleus and enhance the expression of a variety of proteins associated with the cell cycle and mitosis. The small molecule TRULI, which blocks both Lats kinases, has therefore proven effective in vitro at triggering proliferation in mammalian organs as recalcitrant as the inner ear, retina, and heart (11).

In the present study, we have examined analogs of TRULI in an effort to determine which aspects of the molecule can be altered to enhance properties such as Lats inhibition, drug-like properties, and in vivo efficacy. A promising derivative, TDI-011536, demonstrates significant improvements in both potency and stability. Of equal importance, upon systemic administration the compound is not unduly toxic, reduces the phosphorylation of Yap for several hours in multiple organs in vivo, and evokes a modest degree of DNA synthesis in cardiomyocytes after focal cardiac damage.

Murine cardiomyocytes generally lose the capacity for proliferation by the first week after birth, but a burst of proliferation follows a week later owing to thyroid stimulation and some regenerative capacity persists for a few additional weeks (19–21). Although the majority of ventricular cardiomyocytes in mature mice are binucleated (22), the expression pattern of genes related to proliferation suggests that the minority population of mononucleated cells retains a greater proliferative capacity (23). Our results do not indicate the nuclear status of the cells that incorporate EdU and might therefore contribute to regeneration of damaged heart tissue. Moreover, we have not yet investigated the fate of the EdU-positive cells, which might undergo polyploidy or polynucleation without cytokinesis (19).

Although compounds related to TDI-011536 might have utility in regenerative therapies, accomplishing this would require overcoming several potential obstacles. In many instances, the suppression of Lats activity alone is unlikely to suffice for a proliferative effect (24). In experiments on the internal ear in vitro, for example, TRULI provokes robust mitosis in supporting cells of a vestibular organ, the utricle, yet fails to elicit such a response in the auditory organ of Corti (15). Even though compounds of this class might release one brake on cellular proliferation, there are doubtlessly others that would need to be independently inactivated.

Potential toxicity is a second concern. The human proteome contains over 500 protein kinases (25), many with similar binding sites for ATP. As a result, it is extraordinarily difficult to target a particular kinase without off-target effects. TRULI, the progenitor of TDI-011536, blocks several off-target kinases, but few of major importance (15). To realize any therapeutic potential of compounds of this class, it would be necessary to profile in detail their interaction with a wider variety of kinases and to conduct further medicinal chemistry in an effort to reduce side effects.

A related issue is the mechanism of dosage. Systemic administration of a compound such as TDI-011536 obviously risks deleterious effects in numerous organs, and indeed the present study was restricted in young mice by lethality related to intraperitoneal injection. However, in many instances it should be possible to limit this problem by focused administration of a compound, for example into the perilymph of the internal ear, the vitreous body of the eye, or the pericardium of the heart. Localized administration by a minipump or other apparatus for focal infusion might prove effective as well.

The duration of exposure is also an important consideration. Any treatment that suppresses the normal restrictions on cellular proliferation could prove dangerous as a result of unwanted hyperplasia or even carcinogenesis. An attractive feature of treatment with a substance related to TDI-011536, however, is that such compounds evoke proliferation within only a few days (15) and need not be administered for any longer period: in most instances, one or a few rounds of mitosis could restore a damaged organ's function. Moreover, although some hyperplasia was observed during treatment with a compound that blocks upstream components of the Hippo-Yap pathway, the Mst kinases, the affected organs reverted to normal size within days after exposure without an increased incidence of cancer during the subsequent year (12).

Two other characteristics of potential therapeutic agents could be improved by additional chemical intervention. It is likely that the efficacy of the compounds could be further enhanced: some inhibitors already in hand block Lats kinases at subnanomolar concentrations even in the presence of 2 mM ATP and suppress pYap with an EC_50_ in the low nanomolar range in HEK293A cells. Although greater potency might be associated with more off-target activity, there are likely compounds both more potent and more selective than TDI-011536. A second feature that could be improved is solubility. With few polar groups, TRULI and TDI-011536 are sparingly soluble in aqueous media. As further investigations—especially crystallography—clarify the interactions of such compounds with Lats kinases, it should become apparent at what sites polar groups might be added to enhance solubility and thus to facilitate the administration of potential drugs.

## Materials and Methods

Detailed methods are provided in *SI Appendix*, *SI Materials and Methods*.

In an effort to develop compounds that promote the proliferation of mammalian cells, we conducted a range of chemical modifications of a small molecule previously shown to block the activity of Lats kinases. As described in the earlier study (15), the resultant substances were assessed both by Lats inhibition in an enzymatic assay and by the suppression of Yap phosphorylation in HEK293A cells; we also examined cellular proliferation in retinal organoids derived from human induced pluripotent stem cells. To determine the effect of exposure in vivo to the most effective compound, TDI-011536, we conducted RNA sequencing on control and treated livers and hearts from Swiss Webster mice, then compared the resultant gene-expression profiles to known targets of Yap expression (16, 17). To assess the proliferation of cardiomyocytes, we injected the compound intraperitoneally into mice whose right ventricles had been cryolesioned with a metal probe cooled in liquid nitrogen (18).

## Supplementary Material

Supplementary File

## Data Availability

Gene-expression data have been deposited in Gene Expression Omnibus (GSE196322) (26). All study data are included in the article and/or *SI Appendix*.

How the deposited data were processed for this re-analysis (not part of the article)

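RNA was measured in livers and hearts of 3 mice treated with TDI-011536 and 3 control mice, 1 library per organ and mouse. The authors deposited estimated counts per transcript, for which the submitters' processing notes name Salmon 0.8.2, DESeq2 1.20.0 and the mm10 build. The release of the transcript set, read trimming and any step to gene level are not given in the sources used here. The deposited estimated counts are not normalized and are fractional where reads were divided among transcripts. Each library holds 2 tables of 51884 transcripts. At most 58 transcripts of a library differed by over 1 read between them. The first was used and the second tried as an alternative.

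The estimated counts were rounded to whole numbers. Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, NumPy 2.4.6 and Matplotlib 3.10.9. Transcripts were kept by edgeR's filterByExpr with a minimum count of 10, scaled by TMM and tested by the quasi-likelihood test, each organ apart, at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. The difference in response between organs was tested as the interaction of organ and treatment over 12 libraries. Calls of the 2 organs were compared by Fisher's exact test. Principal components were computed from DESeq2's rlog values, blind to the groups, over transcripts with at least 10 reads in at least 3 libraries, centered and not scaled. The design had been written for genes. As no table used here pairs the identifiers with genes, it was applied to transcripts, and the genes of Table 1, 51 gene lists and the Reactome pathways were not analysed here.

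Named transcripts had an adjusted p under 0.05, a mean of at least 1 CPM and all treated libraries on 1 side of all controls. The largest positive and negative fold change in each organ were taken. The rule set earlier named 10 genes per direction and used gene symbols, which could not be applied. Where a group had 0 reads in each library, the fold is a bound against 3 reads over the group. Counts were called whole within 1e-06 in all 6 libraries of an organ and only below 100000, since all values from there on are printed without decimals.

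The fits were tested on simulated counts, 10 times with 200 transcripts changed by 2-, 4- or 16-fold. In the liver, a median of 3.91% (range 0% to 12.3%) of 2-fold, 32.5% (23.3% to 40.7%) of 4-fold and 57.3% (51.9% to 70.2%) of 16-fold changes were recovered, among 18957 to 19030 transcripts. In the heart these were 3.20% (1.56% to 8.06%), 28.3% (18.8% to 44.3%) and 58.7% (53.3% to 69.8%), among 20535 to 20678. For the difference between organs they were 1.58% (0% to 3.28%), 17.4% (6.35% to 25.9%) and 38.2% (25.4% to 51.6%), among 24503 to 24600. With 2- and 4-fold changes alone, a median of 26.2% (18.8% to 37.4%) of 4-fold changes were recovered in the liver, 25.0% (9.57% to 27.7%) in the heart and 7.97% (1.09% to 13.3%) for the difference between organs. No changed transcript was called in the wrong direction. Unchanged transcripts made up at most 14.3% of the calls of a simulation. At 3 mice per group, most simulated 2-fold changes were missed. These rates hold for 200 changed transcripts, fewer than the 1952 called in the liver. Larger numbers of changed transcripts were not simulated, so the rates may not describe the liver.

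Liver and heart of 1 mouse share the animal. Control and treated mice share only a number, and correlations of same-numbered libraries' deviations lay between -0.04 and 0.03. The alternatives were other scaling, filters and tests, all libraries in 1 fit, blocks, leaving out each library or mouse, and other transformations and transcript sets for the principal components. The replicate spread of a component's share was taken as its SD over fits that leave out 1 mouse.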

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

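The test of the spread between replicates and the thinning of the liver libraries were chosen after the counts of changed transcripts were seen. The response to TDI-011536 differed between the organs, by the interaction term of edgeR's quasi-likelihood test, for 279 transcripts with a higher and 448 with a lower response in the heart than in the liver, among 26434 tested. Of the 684 tested in both organs, the absolute fold change was larger in the liver for 592 and in the heart for 92. The 2 fold changes had opposite signs for 400 of the 684, though a set chosen for a difference between organs favors opposite signs, and 3 passed the test within each organ in opposite directions. With the animal as a block, since liver and heart come from the same mouse, 3 and 10 passed. Leaving out 1 mouse gave 77 to 283 with a higher and 125 to 356 with a lower response for 6 mice in turn. Each mouse except treated mouse 3 moved both counts by over 1.5 times, and the lowest values came without control mouse 2 and control mouse 3. DESeq2's Wald test on all mice gave 1175 with a higher and 1181 with a lower response in the heart. The excess of lower responses was therefore not seen by DESeq2. Of 10 divisions of the mice into 3 and 3, 1 gave as many as the real 727, the real one itself, and the highest other gave 10. So few divisions cannot give a share under 0.05. The same holds for the 1952 transcripts changed in the liver (1 of 10, highest other 0) and the 110 in the heart (1 of 10, highest other 1).

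More transcripts changed in the liver than in the heart, 1952 against 110 by edgeR. The tables argue against depth, since livers thinned to the heart library of the same mouse gave 17.0 times the heart count. The shallow heart of treated mouse 3 is argued against as the whole cause, since the ratio was 8.77 without that mouse (737 against 84). A part played by it stays open. Without that mouse, heart transcripts at an unadjusted p under 0.05 by edgeR rose from 1364 to 1537 higher and from 1038 to 1471 lower. The liver of that mouse was left out as well. A larger spread in the heart stays open, since measures of spread disagreed. The median coefficient of variation was 0.921 times that of the liver. A single coefficient fitted over all transcripts was 0.619 in the heart and 0.615 in the liver. The mean distance between replicates was 1.568 in treated hearts and 1.497 in treated livers. In controls it was 1.378 in hearts and 1.506 in livers. The size of the gap is open, since DESeq2 gave a ratio of 3.24. The heart count was 0 by edgeR without any one of control mice 1, 2 and 3 or treated mice 1 and 2. The gap was also smaller by edgeR when transcripts with whole counts were tested alone. That fit gave 568 higher and 489 lower in the liver, and 166 higher and 129 lower in the heart. A smaller response of the heart at 4 h remains a hypothesis.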

How the results depend on the processing

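The second table, the whole-count sets, the thinning and leaving out libraries from the distances were chosen after seeing the data. The counts of changed transcripts were within 1.5 times under DESeq2's scaling factors, limma-voom and the second table in both organs. Without a filter, lower calls fell to 378 in the liver and 12 in the heart, and responses that differed between organs to 175 higher and 298 lower in the heart. A minimum count of 50 gave 144 higher and 37 lower in the heart, and 1 fit of all libraries gave 43 lower. DESeq2's Wald test gave 2328 higher and 1646 lower in the liver, 779 and 449 in the heart, 1175 and 1181 for the difference between organs, and 231 higher and 66 lower in both organs. At an adjusted p under 0.01, edgeR called 281 higher and 74 lower in the liver and 0 and 0 in the heart, among transcripts tested in both, so the 0 shared was fixed by the empty heart lists (1364 and 1038 at an unadjusted p under 0.05 in the heart). Transcripts with whole counts tested alone gave 568 higher and 489 lower in the liver and 166 higher and 129 lower in the heart. With the p-values of all transcripts adjusted over these alone, without a new fit, 413 were higher and 261 lower in the liver and 66 and 18 in the heart, so fewer tests alone do not give the counts of the new fit. With bias-adjusted deviances, also chosen after seeing the data, edgeR gave 153 higher and 34 lower in the heart, and liver counts within 1.5 times. The replicate number as a block gave 62 higher and 6 lower in the liver and 0 and 0 in the heart by edgeR (1035 and 697 at an unadjusted p under 0.05). The numbers do not pair control and treated mice, and not each library correlated best with its own number. The animal as a block gave 3 higher and 10 lower for the difference between organs.

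Leaving out 1 library gave 353 to 721 higher and 79 to 311 lower in the liver, and 0 to 67 higher and 0 to 17 lower in the heart. Leaving out 1 mouse gave 77 to 283 higher and 125 to 356 lower for the difference between organs. The first component held 70.8% with the variance-stabilizing transformation, 66.4% with log2 CPM, 97.6% over the 500 and 86.7% over the 2000 most variable transcripts, 51.4% without a filter and 64.1% to 65.9% without 1 mouse. The second held 5.48%, 5.88%, 0.996%, 2.55%, 7.18% and 6.42% to 6.87% in that order. The cause was not tested, apart from fewer samples or fewer transcripts where the setting itself removes them. For the 4 named transcripts, 29 of the values under alternatives kept the direction without passing the threshold and 33 passed it, and no direction reversed. The length offset was not run, since effective lengths were equal in all libraries. Alternatives for the genes of Table 1, the gene lists and the Reactome pathways were not run.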

Differences from the paper's values

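The second component held 5.92% of the variance, and the paper's value is 3.8%. Of the alternatives set before the data were examined, the variance-stabilizing transformation (5.48%) and the 2000 most variable transcripts (2.55%) came within 1.5 times of the paper's value. Log2 CPM, the 500 most variable transcripts, no filter and leaving out any one mouse did not. The first component held 63.9%, and the paper's value is 87.5%. This is within 1.5 times, a loose bound for a share this large. The gap is far beyond the SD of 0.638 over fits that leave out 1 mouse, so the paper's value was not reproduced. The first component held 51.4% without a filter, which was not within 1.5 times. The other alternatives gave 64.1% to 97.6%, all within 1.5 times, with 86.7% over the 2000 most variable transcripts. The values here are per transcript.

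On the standardized second component, with the sign set so that treated livers are positive, treated livers averaged 1.06, against the paper's about 1.2 in Fig. 4A, read by eye. The values under the variance-stabilizing transformation, under log2 CPM and without treated mouse 1 or 2 lay within their SD of the paper's, and those under the other alternatives did not. Control livers averaged -1.13, against the paper's about -1.3 in Fig. 4A, read by eye. The 500 most variable transcripts (-0.96, SD 1.69), the 2000 most variable (-1.21, SD 0.72) and leaving out control mouse 3 (-1.24, SD 0.07) lay within their SD, and the others did not. With the 500 the mean lay farther from the paper's than -1.13 and was within only through its larger SD, against 0.09 over all transcripts. Control hearts averaged -0.59, against the paper's about -0.33 in Fig. 4A, read by eye. The 2000 most variable transcripts and leaving out treated mouse 3 lay within their SD, and the others did not.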

Other observations

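Among 17422 transcripts tested in both organs, 33 were higher in both, against 5.07 for independent lists of 1132 and 78 (Fisher's exact test, p = 2.69e-19). For lower transcripts 1 was shared, against 0.451 for lists of 605 and 13 (Fisher's exact test, p = 0.368). By DESeq2's Wald test among 32621 transcripts, 231 higher ones were shared against 51.9. Of lower ones 66 were shared, against 20.8 for lists of 1593 and 426 (Fisher's exact test, p = 9.30e-17). The 32621 include transcripts without an adjusted p, since only 24204 had one in the liver and 25257 in the heart. Transcripts without one could not be called, so both expected counts are too low and the p-value is too small. The test and the set of transcripts changed together, so the different result for lower transcripts cannot be put down to the test alone. Transcripts are not independent replicates, and both organs come from the same mice. By edgeR the heart lists were empty without any one of control mice 1, 2 and 3 or treated mice 1 and 2. The overlap could not be tested in those fits. Of 78 transcripts higher in the heart, 63 had a positive fold change in the liver, with a median log2 fold change of 1.01. In addition, 3 transcripts were called in both organs in opposite directions.

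The tests of transcript length against the annotation, below, were chosen after the lengths had been looked at, and their measure and boundary of 10000 nt after matches by length class had been seen. The log2 fold changes of the organs had a Pearson r of 0.192 and a Spearman rho of 0.234 across transcripts. Differences between mice shared by their 2 organs are a candidate explanation that the splits argue against, since no other division of the 6 mice gave an r above 0.0642. An effect of treatment common to both organs stays open as a hypothesis.

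Of transcripts with whole counts in all 6 livers, 14.6% were called, against 8.47% of those with fractional counts. A difference in abundance is argued against as the whole cause, since the ratio of these shares was 1.40 after weighting to the same abundance. Ambiguous assignment of reads between transcripts may contribute, since at matched abundance the median dispersion was 2.01 times higher with fractional counts. In the heart the shares were 1.08% and 0.383%, the weighted ratio 1.96 and the dispersion ratio 2.14. No biological explanation was tested.

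Of 123 transcripts tested in the liver with no read in any library of one group, 118 were called, 47 higher and 71 lower after TDI-011536. DESeq2 called all 118 and limma-voom 23 of them. Counts were whole for 1.69% of these and for 26.4% of the other called transcripts. In the heart, 2 of 91 such transcripts were called. Their median unadjusted p by edgeR was 0.00167 in the liver and 0.00188 in the heart, before an adjustment that depends on the other transcripts of the organ.

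The median log2 fold change was -0.10 over the shortest 4128 transcripts and 0.11 over the longest 4125 in the liver, and it rose with each of the 5 classes of length. In the heart it was -0.06 and 0.03, and it fell from -0.02 in the third class to -0.03 in the fourth. Against the control livers, the median of long less short transcripts was 0.03, 0.37 and 0.29 in treated livers 1, 2 and 3, and -0.01, 0.13 and -0.09 in control livers against the other controls. In the hearts it was 0.07, -0.03 and 0.26 in treated mice 1, 2 and 3, and -0.13, 0.06 and 0.09 in the controls. The groups overlapped in both organs, and in the heart the shallow library of treated mouse 3 alone lay above all controls.

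A hypothesis that the exact length of a transcript could name its gene was tested against GENCODE M21. Under 10000 nt, a mean of 27.2 genes had a transcript of exactly the same length, against 25.6 at lengths shifted by 10 to 60 nt. This excess of 1.54 decides nothing, since a match of each transcript to its own gene adds at most 1 gene. From 10000 nt on the excess was 0.185 genes per transcript over 531 transcripts, between the bounds set for and against the hypothesis. Under 10000 nt, 2.74% of transcripts matched exactly 1 gene, against 3.02% at shifted lengths. With a mean of 27.2 genes per length, these values argue against naming genes by length for these transcripts as a set. From 10000 nt on the hypothesis stays open, and no name was taken from a length.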
